# tRNA-Derived Small Non-Coding RNAs as Novel Epigenetic Molecules Regulating Adipogenesis

**DOI:** 10.3390/biom9070274

**Published:** 2019-07-11

**Authors:** Linyuan Shen, Zhendong Tan, Mailin Gan, Qiang Li, Lei Chen, Lili Niu, Dongmei Jiang, Ye Zhao, Jinyong Wang, Xuewei Li, Shunhua Zhang, Li Zhu

**Keywords:** tRFs, adipogenesis, 3T3-L1, KLF family, transcriptome

## Abstract

tRNA-derived fragments (tRFs), a novel type of non-coding RNA derived from tRNAs, play an important part in governing gene expressions at a post-transcriptional level. To date, the regulatory mechanism of tRFs governing fat deposition and adipogenesis is completely unknown. In this study, high fat diet was employed to induce an obese rat model, and tRFs transcriptome sequencing was conducted to identify differentially expressed tRFs that response to obesity. We found out that tRF^GluTTC^, which promoted preadipocyte proliferation by increasing expressions of cell cycle regulatory factors, had the highest fold change in the 296 differentially expressed tRFs. Moreover, tRF^GluTTC^ also suppressed preadipocyte differentiation by reducing triglyceride content and lipid accumulation, and by decreasing expressions of genes that related to fatty acid synthesis. According to results of luciferase activity analysis, tRF^GluTTC^ directly targeted Kruppel-like factor (KLF) 9, KLF11, and KLF12, thus significantly suppressing mRNA expressions of these target genes. Moreover, tRF^GluTTC^ suppressed adipogenesis, accompanying by suppressing expressions of adipogenic transcription factors (*aP2*, *PPARγ*, and *C/EBPα*). In conclusion, these results imply that tRF^GluTTC^ may act as a novel epigenetic molecule regulating adipogenesis and could provide a new strategy for the intervention treatment of obesity.

## 1. Introduction

Currently, epidemic obesity is seriously affecting humans’ health worldwide. Obesity is also associated with high occurrence risks of multiple diseases, such as cardiovascular disease, type II diabetes, hypertension, respiratory disease, and a variety of cancers [1]. Obesity can lead to adipose tissue mass increase, and also advance the size and number of adipocytes differentiated from preadipocytes at cellular level [2]. Therefore, to understand obesity and its associated diseases, exploring potential molecular mechanisms governing adipocyte differentiation is necessary. Actually, the complex process of preadipocyte differentiation is regulated by sequential activations of multifarious transcription factors, such as PPARγ (peroxisome proliferator-activated receptor gamma), C/EBPa (CCAAT enhancer binding protein alpha), and KLF (Kruppel-like factor) family [2,3,4]. However, our knowledge about transcription factors and molecular switches regulating adipocyte differentiation is far from complete.

In recent decades, non-coding RNAs are known as pivotal epigenetic molecules regulating almost all biological processes, including adipogenesis. Furthermore, many miRNAs, lncRNA, and circRNAs have been proved to govern adipogenesis tightly [5,6,7]. Recently, a novel type of small RNAs different from typical noncoding RNAs has been discovered. They were generated by non-random cleaving from mature tRNAs under a variety of stress conditions, such as myocardial hypertrophy and chronic hepatitis [8,9]. Therefore, these small RNAs are fragments derived from tRNA, and they are defined as tRFs. Subsequent studies have shown that tRFs have similar functions as miRNAs in regulating gene expressions at post-transcriptional level by banding argonaute proteins [10,11]. Therefore, we hypothesized that tRFs may be involved in the epigenetic regulatory network during preadipocyte differentiation.

To verify this hypothesis, deep tRFs sequencing was conducted to identify vital tRFs involved in fat deposition in vivo, and 3T3-L1 preadipocyte was employed to verify functions of tRFs on adipogenesis in vitro. These studies imply that tRFs may act as novel epigenetic molecules for intervention treatment of obesity and metabolic syndrome.

## 2. Materials and Methods 

In this study, animal care and all procedures were performed according to instructions of Institutional Animal Care and Use Committee of Sichuan Agricultural University, Sichuan, China, under permit No. DKY-B20131403 (Ministry of Science and Technology, China, approved on 15 June 2004). Sixteen 6-week-old male Strague Dawley (SD) rats were randomly divided into two groups: LFD (low fat diet, *n* = 8) and HFD (high fat diet, 40% fat, *n* = 8). After 100 days of feeding, a glucose tolerance test (GTT) was conducted on rats following our previous study [12]. Subsequently, adipose tissues and blood samples were sampled. HE staining was carried out to calculate areas of adipocytes. Detection kits (Nanjing Jiancheng Biology Engineering Institute, China) were used to detect concentration of serum cholesterol (TC) and triglyceride (TG). 

Six adipose tissue samples were sent to Annoroad Gene Technology Co. Ltd. (Beijing, China) for tRFs sequencing. Briefly, fractions of 15–40 nt were excised and purified from total RNA, and obtained small RNA fractions were used to construct tRFs sequencing library through ligating adapters and RT-PCR reaction. Raw datum files in FASTQ format were generated through Illumina Hi-Seq 2500 platform. The process of tRFs-seq datum analysis was carried out following a previous study [13]. All tRFs sequencing data were deposited at NCBI’s Gene Expression Omnibus under accession numbers of GSE129685.

3T3-L1 cells were proliferated and differentiated, and then transfected with mimics and inhibitors following steps in our previous study [4]. tRF^GluTTC^ mimics (5′- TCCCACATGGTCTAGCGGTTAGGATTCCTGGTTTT-3′) and specific chemically modified inhibitors (antisense oligonucleotide, 5′- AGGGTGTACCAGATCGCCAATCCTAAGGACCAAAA-3′) were designed and synthesized by RiboBio (Guangzhou, China), and then transfected into 3T3-L1 cells by mixing with Lipofectamine 2000 reagent (Invitrogen, Carlsbad, CA, USA). Briefly, 2 μL mimic (20 μM) or 4 μL inhibitor (20 μM) with lipid carrier (2:1, *v/v*) were subjected to transfection in 500 μL Opti-MEM medium for each well in standard 24-well plates. CCK-8 and EdU assays were conducted following operation instructions to survey the proliferation rate of 3T3-L1 after transfecting with tRF^GluTTC^ mimics or inhibitors. Differentiated 3T3-L1 cells, which were transfected with tRF^GluTTC^ mimics or inhibitors, were stained with Oil Red O (60% saturability), and triglyceride assay was operated using a detection kit (Catalogue No. TR22421, ThermoFisher Scientific, Madison, WI, USA). For the luciferase reporter analysis, modified psiCHECK™-2 vectors were constructed by inserting wild-type and mutant KLF family 3’-UTR into psiCHECK™-2, respectively. Then HeLa cells were cultured to detect luciferase activities after co-transfecting with modified psiCHECK™-2 vectors and tRF^GluTTC^ mimics, respectively. Dual-Glo Luciferase Assay System (Promega, Madison, WI, USA) was employed to test luciferase activities. tRFs and mRNAs quantification were performed according to our previous study [9]. All data were presented as mean ± standard deviation. Difference significance analysis was performed using SPSS software (version 23; SPSS Inc., Chicago, IL, USA) with the program of Student’s *t*-test, the level of statistical significance was set at *p* < 0.05. 

## 3. Results and Discussion

### 3.1. High Fat Diet Induces Obesity Phenotypes in the Rat Model

To investigate functions of tRFs on fat deposition and adipogenesis, SD rats were employed to construct the obesity model. As shown in Figure 1A–D, after 100 days of feeding, the HFD group had a higher body weight, a higher perirenal fat ratio, and higher total TC and TG in serum comparing with the LFD group (*p* < 0.05), which were consistent with previous studies reported about the prototypical phenotypes of an obese model [12]. Additionally, the mean area of adipocytes in the HFD group was higher than that of the LFD group by four times (*p* < 0.05) (Figure 1E,F). Furthermore, glucose tolerance is an accompanying clinical symptom of an obese model [14]. As expected, test of glucose tolerance (GTT) indicated that obese rats resulted in a severe insulin resistance symptom (Figure 1G, *p* < 0.05). Therefore, considering these findings, we believe that the obese model used in this study was successful.

### 3.2. tRFs Profile Influenced by the Stress of Obesity

To explore the differences of tRFs profile in adipose in response to the stress of obesity, perirenal fat sampled from the HFD and LFD groups was performed with tRFs transcriptome sequencing (15–40 nt). 

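tRFs, the fragments cleaved from tRNAs, were counted in perirenal fat, the fat depot around the kidneys, of rats fed the HFD (40% fat) or the LFD for 100 days from 6 weeks of age, with 3 libraries per group. The authors' table gives the reads of each tRF in each library as raw counts that were not normalized, for 65535 tRFs numbered from 1 to 65535 without gaps. tRFs with higher numbers were not analysed here, so the totals, shares, CPM, scaling factors and abundance ranks below leave out their counts. The table does not pair the numbers with sequences, lengths or parent tRNAs, so the tRFs are named only by number. Total tRF counts were 12180060, 10926071 and 5751653 in HFD 1, HFD 2 and HFD 3 (median 10926071) and 1322760, 4645688 and 9729804 in LFD 1, LFD 2 and LFD 3 (median 4645688). The mean totals were 9619260 ± 3407630 (SD, n = 3) in the HFD group and 5232750 ± 4234160 (SD, n = 3) in the LFD group (two-sided exact permutation test, p = 0.2, where 3 libraries against 3 allow no p under 0.1). Between 12810 and 18237 tRFs had at least 1 count in a library. The sample labels name both heart and adipose as the tissue and give an age of 8 weeks, and the tissue, starting age and feeding time used here are those of the paper. The paper does not say that the 3 libraries of a group came from separate rats, and p-values here measure the spread between libraries. The submitters' processing notes name the rat genome build Rnor_5.0, and the aligner, the tRNA annotation and the treatment of reads that match several tRNAs are not given in the sources used here. The counts were scaled by TMM, with factors from 0.685 (HFD 2) to 1.85 (LFD 1), and the groups were compared with edgeR's quasi-likelihood test. The test covered the 3200 tRFs with at least 10 counts in at least 3 of the 6 libraries, which hold 98.7% to 99.7% of each library's counts.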

As shown in Figure 2A, we found the length of tRFs mainly enrich in 30–34 nt, which was highly consistent with previous findings [13,15]. 

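Among the 5 tRFs with the highest mean CPM over the 6 libraries, tRF00041773 and tRF00006830 made up a larger share of the counts in each of the 3 HFD libraries than in any LFD library, and tRF00041802 made up a smaller share in each HFD library than in any LFD library. The log2 fold change of tRF00041773 (HFD over LFD) was 2.21 (standard error 0.43, adjusted p = 0.168 from edgeR's quasi-likelihood test), which is 2.57 above the median of all tRFs tested, −0.36, and 1.43 with library size only. tRF00006830 had a log2 fold change of 1.32 (standard error 0.52, adjusted p = 0.210 from edgeR), or 1.68 above the median, and 0.66 with library size only. For tRF00043603 the value was −2.55 (standard error 1.09, adjusted p = 0.234 from edgeR), or −2.19 from the median, and −1.58 without LFD 3; its share in LFD 1 (0.923%) lay within the range of the HFD libraries (0.112% to 1.12%). For tRF00041802 it was −0.70 (standard error 0.65, adjusted p = 0.579 from edgeR), or −0.34 from the median, and −0.14 without HFD 2, −0.16 with the upper quartile and −1.23 with library size only. The smallest p was that of tRF00040412, chosen after its values were seen, which made up 4.64% ± 0.941 of the counts in HFD and 0.757% ± 0.317 in LFD (SD, n = 3 each) and had a log2 fold change of 3.22 (standard error 0.54, adjusted p = 0.168 from edgeR, and 1.4e-13 from DESeq2). None of the 3200 tRFs passed an adjusted p of 0.05 in edgeR, and the smallest adjusted p was 0.168. Without a count minimum, edgeR called 48 of 43783 tRFs (3 higher and 45 lower in HFD, smallest adjusted p = 1.0e-05), 20 of them among the 3200. Of these 48, 45 were highest in LFD 3, and 28 had counts in at most 2 libraries, 13 of them in 1 library. At an unadjusted p under 0.05, edgeR gave 651 tRFs, of which 348 were higher in HFD and 303 were higher in LFD, where an even spread of p-values would give 160. Parting the libraries as HFD 1, HFD 2 and LFD 1 against the rest gave 504, and the remaining splits gave 9 to 501. Each of these splits still sets most libraries of one diet against most of the other, so a diet effect would enter them too. Being few and not free of diet, they cannot tell whether the 651 points to diet. limma called 0 tRFs at an adjusted p of 0.05 and gave 355 higher and 228 lower in HFD at an unadjusted p under 0.05. DESeq2 called 628 tRFs on the same counts, 295 higher and 333 lower in HFD, among them tRF00041773 (adjusted p = 2.6e-10), tRF00006830 (adjusted p = 0.0313) and tRF00043603 (adjusted p = 0.0158). With every library thinned to the smallest total, DESeq2 called 211 of 1352 tRFs (94 higher and 117 lower). In simulated counts with 200 of the 3200 tRFs changed per draw, DESeq2 called 1.92% of the unchanged tRFs that met the count minimum, and these made up 26.1% of its calls. That share depends on the number changed, and the simulated tRFs were drawn independently. It is therefore no estimate of the false share among the 628. In normalized counts, 509 tRFs had every HFD library above every LFD library and 222 had every HFD library below, together 22.8% of the tRFs tested. The mean over all splits of 3 libraries against 3 is 10%. Many tRFs vary together, so a single split can lie far from that mean, and the 22.8% does not test a diet effect. Of the tRFs that DESeq2 called lower in HFD, 315 of 333 had their highest LFD value in LFD 3.

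The balance of higher and lower tRFs moved with the scaling. At an unadjusted p under 0.05 in edgeR, 53.5% were higher in HFD with TMM, 47.1% with RLE (306 higher, 343 lower), 21.0% with library size only (123 higher, 464 lower) and 67.7% with the upper quartile (463 higher, 221 lower). The median log2 fold change of the tRFs tested was −0.44, −1.004 and 0.11 with the last 3 scalings. The DESeq2 count was 386 without HFD 1, 76 without HFD 2, 476 without HFD 3, 949 without LFD 1, 273 without LFD 2 and 222 without LFD 3 (149 higher and 73 lower in HFD), and without a count minimum it was 499 (101 higher and 398 lower). These counts have unlike bases. DESeq2 gave no adjusted p for 588 of 2526, 1259 of 2823 and 778 of 2864 tRFs without HFD 1, HFD 2 and HFD 3. Without LFD 1, LFD 2 and LFD 3 it gave none for 2 of 3081, 2 of 2736 and 368 of 2710, and without a count minimum for 38234 of 43783. DESeq2 did not call tRF00041773 without HFD 2 (log2 fold change 1.96, beside 2.13 with all libraries, adjusted p = 0.228) or without a count minimum (adjusted p = 0.0718), tRF00006830 without HFD 2, HFD 3 or LFD 2 (log2 fold changes 0.98, 1.54 and 1.04, beside 1.26 with all libraries), and tRF00043603 without HFD 2, LFD 2 or LFD 3 (−1.92, −2.92 and −1.71, beside −2.64). Neither of the last 2 was called without a count minimum (log2 fold changes 1.24 and −2.74, adjusted p = 0.422 and 0.108 from DESeq2) or with the libraries thinned to equal totals (1.20 and −2.67, adjusted p = 0.207 and 0.0802 from DESeq2).

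**Figure D1:**
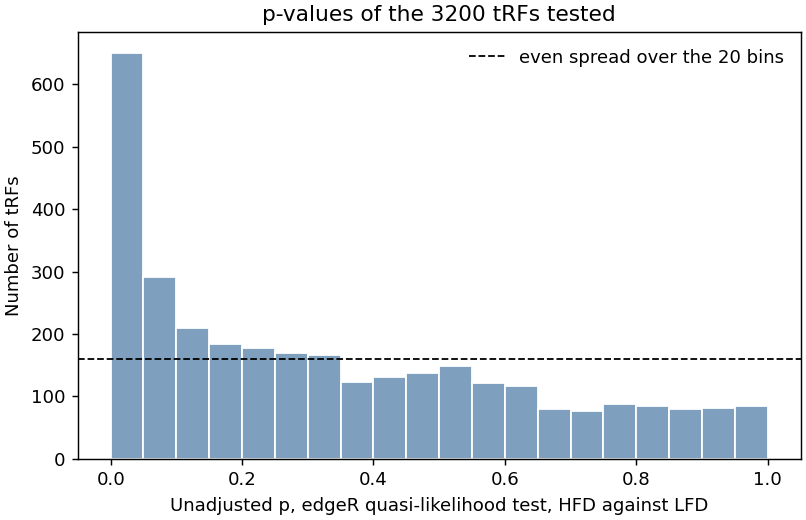
Number of tRFs (vertical axis) by unadjusted p from edgeR's quasi-likelihood test of HFD against LFD (horizontal axis, 20 bins), over the 3200 tRFs tested. The bar at the lowest p-values holds 651 tRFs, and the dashed line marks 160, the number per bin if p-values were evenly spread.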

In our research, 296 differentially expressed tRFs were identified between the HFD and LDF groups, among which 170 tRFs were highly expressed in HFD, and 126 tRFs were highly expressed in LFD (Figure 2B). 

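Of the 10 tRFs of Figure 2C, 3 have numbers within the range analysed here, tRF00056868, tRF00056857 and tRF00018576, and the other tRFs of that panel were not analysed here. All 3 had more counts in the HFD than in the LFD libraries, at a few reads per library and with larger totals in HFD. tRF00056868 had 3, 17 and 5 counts in HFD 1, HFD 2 and HFD 3 and 1 count in each LFD library. Relative to the pooled totals of 28857784 counts in HFD and 15698252 in LFD, this is a ratio of 4.53 (exact 95% interval 1.38 to 23.5, which covers counting error only). Pooling weights the libraries by depth, and by library its CPM was higher in LFD 1 (0.756) than in HFD 1 (0.246). tRF00056857 had 1, 12 and 5 counts in the HFD libraries and 0, 1 and 1 in the LFD libraries, a ratio of 4.90 (exact 95% interval 1.17 to 43.5). Its CPM in HFD 1 (0.0821) lay below that in LFD 2 (0.215) and LFD 3 (0.103). For tRF00018576, with 2, 7 and 2 counts against 1 in each LFD library, the ratio was 1.99 (exact 95% interval 0.527 to 11.1), and its highest CPM of the 6 libraries was that of LFD 1 (0.756). Two-sided exact permutation tests of the shares by library gave p = 0.2 for tRF00056868, 0.3 for tRF00056857 and 0.9 for tRF00018576. With too few counts for the minimum of 10, these 3 tRFs entered edgeR only when all 43783 tRFs with a count were fitted. That fit gave log2 fold changes of 2.80 (standard error 1.49), 3.02 (standard error 1.60) and 1.62 (standard error 1.57). With library size only they were 1.74, 2.26 and 0.56. The adjusted p of each was 0.485 in edgeR. Without HFD 2, the log2 fold changes were 1.85, 2.20 and 0.82. The study chose these tRFs on the same libraries, so their direction is not independent evidence.

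**Figure D2:**
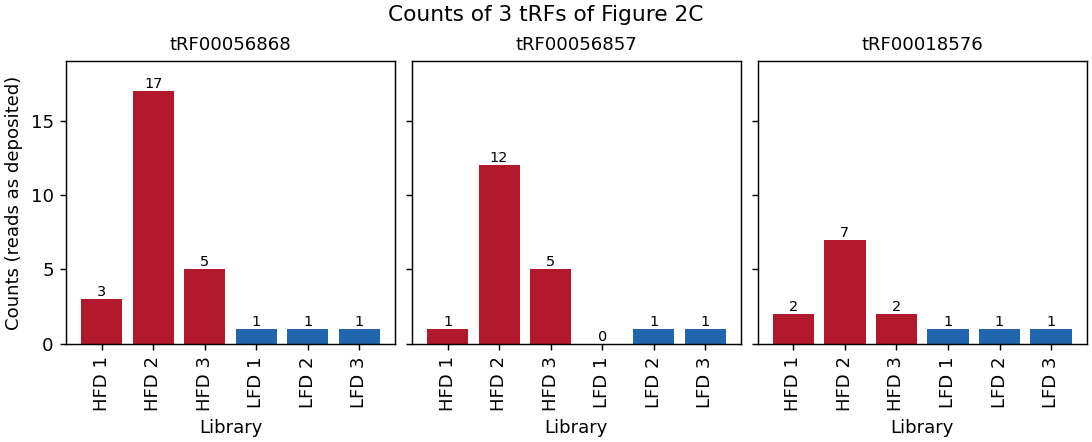
Counts as deposited (vertical axis, reads) of tRF00056868, tRF00056857 and tRF00018576 in each of the 6 libraries (horizontal axis), with HFD in red and LFD in blue and the count above each bar. The highest bars are those of HFD 2 (17, 12 and 7 counts), and no LFD library has more than 1 count.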

As shown, among the listed top 10 differentially expressed tRFs, the lowest fold change of tRFs was 15 times, and the highest fold change was more than 250 times (Figure 2C). Therefore, huge variations of tRFs profile between the HFD and LFD groups suggested that tRFs might have potential regulatory functions in fat deposition in vivo.

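tRF00041773 took up 46.1% ± 6.91 (SD, n = 3) of the counts of the tRFs analysed in the HFD group and 17.0% ± 8.50 (SD, n = 3) in the LFD group, and the 3 HFD libraries lay above the 3 LFD libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). By library the share was 42.9%, 54.0% and 41.3% in HFD 1, HFD 2 and HFD 3 and 26.2%, 15.2% and 9.53% in LFD 1, LFD 2 and LFD 3. tRF00041780 made up 17.5% ± 3.22 in HFD and 24.1% ± 4.49 in LFD (SD, n = 3 each), less than tRF00041773 in each HFD library and more than it in each LFD library. Its log2 fold change was 0.15 (standard error 0.41, adjusted p = 0.848 from edgeR) with TMM and −0.47 with library size only. tRF00041802 made up 3.60% ± 2.44 in HFD and 8.42% ± 2.67 in LFD, and tRF00043603 0.722% ± 0.537 and 4.95% ± 3.74 (SD, n = 3 each). tRF00006830 held 3.45% ± 0.981 of the counts in HFD and 2.16% ± 0.273 in LFD (SD, n = 3 each). Together these 5 tRFs, which were ranked over both diets and are not the 5 most abundant of each, made up 71.3% ± 3.67 of the counts in HFD and 56.6% ± 10.7 in LFD (SD, n = 3 each; exact permutation test, p = 0.1). The log2 CPM of the tRFs tested correlated at a mean Pearson r of 0.723 (0.559 to 0.842) between libraries of one diet and 0.617 (0.419 to 0.735) between libraries of different diets, across tRFs, which are not independent replicates. The difference of 0.106 was the largest among the 10 ways to part the 6 libraries into groups of 3 (exact permutation test, p = 0.1). In an average-linkage clustering of the libraries over all tRFs tested, LFD 1 fell into one cluster with the 3 HFD libraries, and LFD 2 and LFD 3 formed the other. HFD 3 correlated less with HFD 1 (Pearson r 0.652) and HFD 2 (0.689) than LFD 1 did (0.735 and 0.733). From the variation of the tRF profile between the groups, the paper proposes that tRFs might have potential regulatory functions in fat deposition in vivo.

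**Figure D3:**
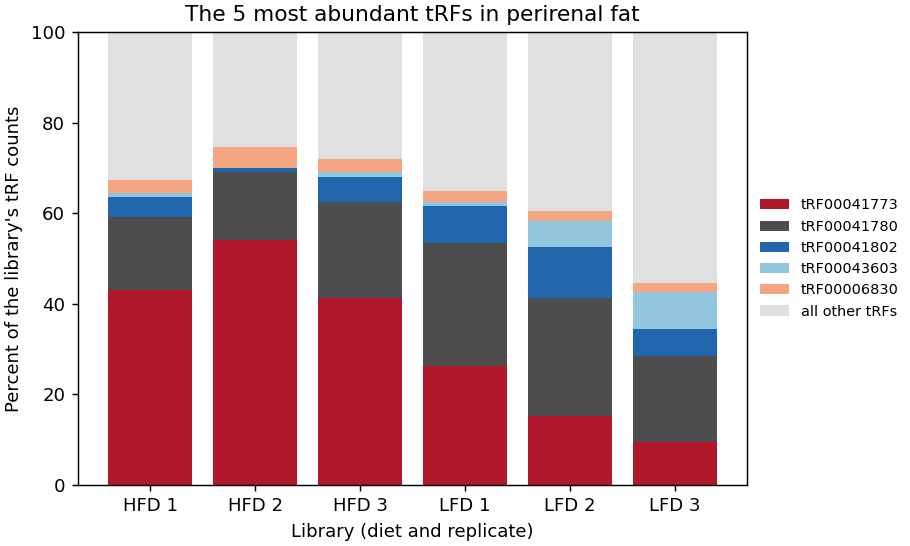
Percent of each library's counts of the tRFs analysed (vertical axis) taken up by the 5 tRFs with the highest mean CPM over both diets and by all other tRFs analysed, for the 3 HFD and 3 LFD libraries (horizontal axis). The share of tRF00041773 lies between 41.3% and 54.0% in the HFD libraries and between 9.53% and 26.2% in the LFD libraries.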

### 3.3. tRF^GluTTC^ Directly Targets KLF Family

Recently, a number of evidences proved that tRFs had similar functions as miRNAs by guiding Ago2 to regulate target gene expressions [16]. However, there were some dissimilar molecular mechanisms between tRFs and miRNAs. For example, tRFs-targeting sites were not only located in 3’UTR, but also located in 5’UTRs and CDSs [11]. Furthermore, the complementary sequences of tRFs were not always located in 5’ tail end (2–8 sites) [9]. Here, we hypothesized that tRFs might have target genes related to adipogenesis. Firstly, the top one differentially expressed tRFs was selected to explore its target genes. As shown in Figure 2D, tRF78576 was cleaved from mature tRNA-Glu-TTC, which occupied for 67.43% fragments derived from tRNA-Glu-TTC and named as tRF^GluTTC^ in this study. These results were consistent with previous studies reporting that tRNA-derived tRFs were not random products of tRNA fragments, but possessed tissue-specific characteristics [17]. The results of precise cleaving modulations of tRNA-Glu-TTC also implied that it had a potential role in regulating adipogenesis. According to bioinformatics analyses, tRF^GluTTC^ has 7-mer complementary sequences with KLF family, such as KLF9, KLF11, KLF12, and KLF13. Previous studies have reported that transcription factors from KLF family were important regulators of adipogenesis [18,19,20]. For example, KLF9 was identified as a key pro-adipogenic transcription factor through up-regulating the expression of PPARγ and C/EBPα [21]. To further verify that KLF family were direct target genes of tRF^GluTTC^, a double fluorescent reporter analysis was carried out. As shown in Figure 2F, HeLa cells co-transfected with tRF^GluTTC^ mimics and WT-KLF12/WT-KLF9/WT-KLF11 could significantly decrease the relative luciferase activity (*p* < 0.05). However, decreasing of luciferase activity was not observed in HeLa cells co-transfected with tRF^GluTTC^ mimics and mutant-KLF13 luciferase plasmids. To sum up, these data indicate that tRF^GluTTC^ targeting KLF family might be one of the potential epigenetic regulatory pathways in governing adipogenesis. 

### 3.4. tRF^GluTTC^ Regulates Proliferation and Differentiation of Preadipocytes

Previous studies have reported that tRFs derived from tRNA-Glu-TTC were closely related with moyamoya disease and triple negative breast cancer [22,23]. However, we speculated that tRF^GluTTC^ may play other important roles in regulating adipogenesis based on the fact that tRF^GluTTC^ directly targets KLF family genes. In this study, 3T3-L1 preadipocytes, a widely used adipocyte differentiation model, were used to further explore the pathways of tRF^GluTTC^ involved in adipogenesis. Based on the results of CCK-8 assay, we found out that the proliferation rate of 3T3-L1 preadipocytes increased when tRF^GluTTC^ overexpressed, but it decreased when the expression of tRF^GluTTC^ decreased (Figure 3A). These results were consistent with EdU staining. As shown in Figure 2B,C, overexpression or knockdown of tRF^GluTTC^ could significantly increase or decrease the amount of EdU-positive cells, respectively. Additionally, to further verify that tRF^GluTTC^ has the function of promoting preadipocyte proliferation, mRNA expressions of cell cycle regulatory factors were also detected. For example, Cyclin D1, CDK4 (cyclin-dependent kinases), and Cyclin E were essential factors for maintaining G1/S phase transition in mammalian cells [24,25]. As illustrated in Figure 3D, increased expression levels of Cyclin D1, CDK4, and Cyclin E were observed in tRF^GluTTC^ mimic group, while knockdown of tRF^GluTTC^ could significantly decrease CDK4 and Cyclin E expression. Thus, all data together indicate that tRF^GluTTC^ could promote 3T3-L1 preadipocyte proliferation. 

Lipid accumulation in adipose tissues is on the basis of adipocyte proliferation and differentiation. To further identify the function of tRF^GluTTC^ in adipogenesis, the differentiation extent of 3T3-L1 cells that transfected with tRF^GluTTC^ mimics or inhibitors were measured. After eight days of differentiation, according to Oil Red O staining results, overexpression or knockdown of tRF^GluTTC^ significantly suppressed or promoted 3T3-L1 differentiation, respectively (Figure 3E). These results were highly consistent with triglycerides (TG) accumulation in 3T3-L1 preadipocytes (Figure 3F). Moreover, we found out that transfecting tRF^GluTT^ mimics or inhibitors into 3T3-L1 could significantly suppress or promote mRNA expressions of KLF9, KLF11, and KLF12, respectively (Figure 3G), which were in accordance with tRF^GluTTC^ directly targeting KLF9, KLF11, and KLF12. *aP2, C/EBPα*, and *PPARγ* were essential transcription factors for regulating adipogenesis [26], and all expressions were down-regulated in the mimic group. However, opposite results were observed in the inhibitor group (Figure 3H). Moreover, both decreased fatty acid oxidation and increased fatty acid synthesis can improve lipid accumulation in adipocytes. As expected, we found that overexpression of tRF^GluTTC^ could significantly decrease and increase expressions of genes related to fatty acid oxidation and fatty acid synthesis, respectively. On the contrary, knockdown of tRF^GluTTC^ had opposite results (Figure 3I). The expression pattern of these genes was consistent with previous studies reporting about phenotypes of fatty acid metabolism [4,12]. In all, these results imply that tRF^GluTTC^ could suppress 3T3-L1 preadipocyte differentiation.

## 4. Conclusions

In summary, our study firstly investigated variations of tRFs profile in response to the stress of obesity. A total of 296 differentially expressed tRFs were found between normal and obese adipose tissues. Interestingly, tRF^GluTTC^ had the highest fold change of tRFs, which could directly target KLF family, such as KLF9, KLF11, and KLF12. Overexpression of tRF^GluTTC^ significantly promoted 3T3-L1 preadipocyte proliferation, but significantly suppressed 3T3-L1 differentiation. Thus, these findings imply that tRFs may act as novel epigenetic molecules for governing adipogenesis.

## Figures and Tables

**Figure 1:**
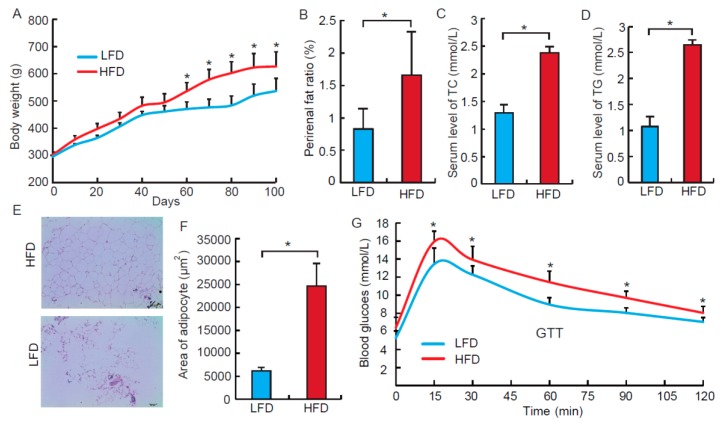
High fat diet induces obese rat model. (**A**) The body weight of Strague Dawley (SD) rats that were fed with normal chow and high fat diet, *n* = 8. (**B**) The ratio of perirenal fat to body weight in the low fat diet (LFD) and the high fat diet (HFD) groups, *n* = 8. (**C**,**D**) The concentration of serum cholesterol (TC) and triglyceride (TG) in the LFD and HFD group, *n* = 8. (**E**) HE staining of perirenal fat from normal and obese SD rats, *n* = 3. Scale bar = 100 μm. (**F**) The average adipocyte area of perirenal fat from normal and obese SD rats, *n* = 3. (**G**) The blood glucose concentration of rats after an intravenous glucose tolerance test (i.v. test of glucose tolerance (GTT)), *n* = 8. All data were presented as means ± standard deviation. * *p* < 0.05.

**Figure 2:**
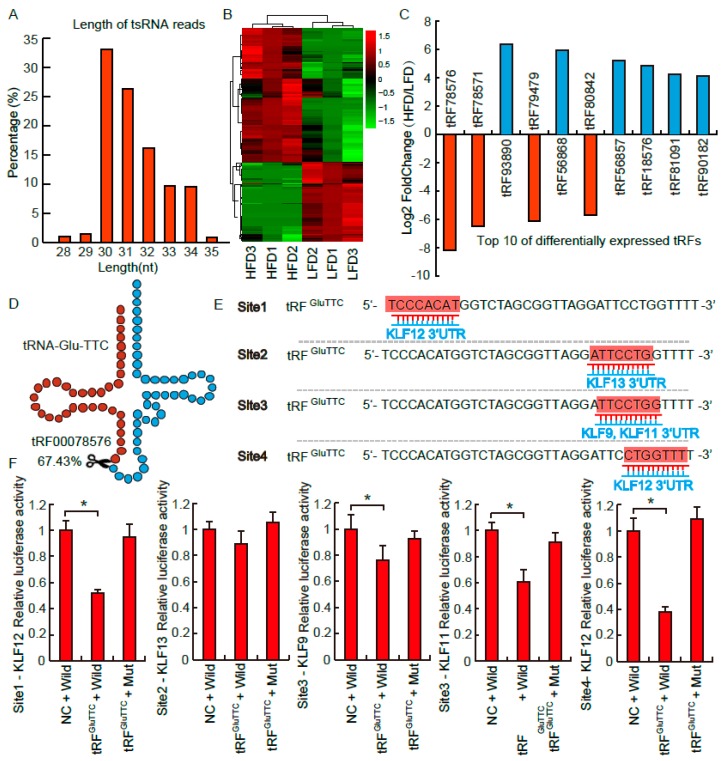
tRNA derived fragments (tRFs) transcriptome sequencing and target gene prediction. (**A**) The average length of identified tRFs from 6 libraries. (**B**) Heat map diagram of differentially expressed tRFs between normal and obese rats. (**C**) The list of top 10 differentially expressed tRFs between normal and obese rats. (**D**) tRF78576 cleaved from tRNA-Glu-TTC, which occupied 67.43% of fragments derived from tRNA-Glu-TTC (**E**) tRF^GluTTC^ has complementary sequences with 3’UTR of Kruppel-like factor (KLF) 12, KLF12, KLF9, and KLF11. (**F**) The inhibitory effect of tRF^GluTTC^ on target genes measured by luciferase assays. All data were presented as means ± standard deviation. * *p* < 0.05.

**Figure 3:**
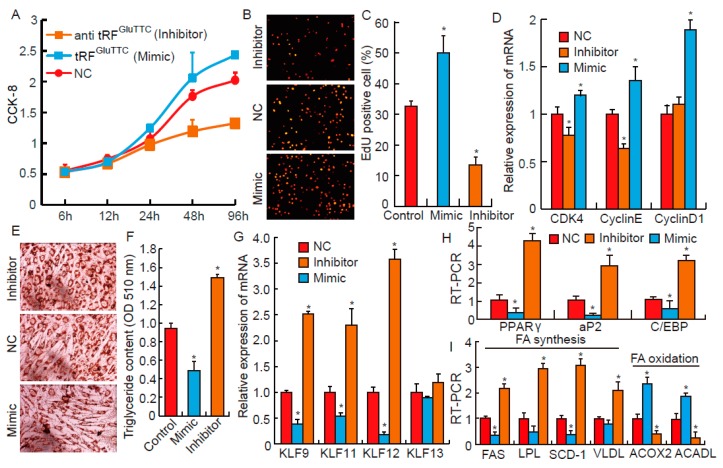
The role of tRF^GluTTC^ in proliferation and differentiation of preadipocytes. (**A**) The proliferation ability of 3T3-L1 preadipocyte was measured by CCK-8. (**B**,**C**) 3T3-L1 preadipocyte proliferation was measured by EdU staining. (**D**) The relative mRNA expression levels of cell cycle regulatory factors (CDK4, Cyclin E, and Cyclin D1) by RT-PCR. (**E**,**F**) Oil Red O staining and triglyceride content of terminally differentiated (Day 8) adipocytes that transfected with tRF^GluTTC^ mimics and inhibitors. (**G**) The relative expression of KLF family (KLF9, KLF11, KLF12, and KLF13) by RT-PCR. (**H**) The relative expression of adipogenic transcription factors (*aP2*, peroxisome proliferator-activated receptor gamma (*PPARγ*), and CCAAT enhancer binding protein alpha (*C/EBPα*)) by RT-PCR. (**I**) The relative expression of genes related to fatty acid synthesis and oxidation by RT-PCR. All data were presented as means ± standard deviation. * *p* < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

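Small RNA was sequenced from perirenal fat of rats on the HFD or the LFD, in 3 libraries per group. According to the paper, RNA fractions were excised by size (from a gel, according to the sample labels), ligated to adapters and sequenced on an Illumina instrument, and tRFs were identified as in an earlier study that it cites. The authors deposited raw counts, the whole number of reads per tRF and library, without normalization and with 1 column per library. The genome build in the submitters' processing notes is Rnor_5.0. The aligner, the tRNA annotation, the mismatches allowed and the treatment of reads that match several tRNAs are not given in the sources used here. Many tRNA genes occur in near-identical copies, so the counts of related tRFs depend on how such reads were assigned.

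The table lists 65535 tRFs, which with its header makes 65536 lines, the row limit of the older Excel format. tRFs with higher numbers, among them tRF78576 (tRF GluTTC) and 6 others of Figure 2C, were not analysed here. Totals, shares, scaling factors and abundance ranks leave out their counts. Of the tRFs listed, 21752 (33.2%) had 0 counts in all 6 libraries. Totals ranged from 1322760 (LFD 1) to 12180060 (HFD 1), so that a tRF of the same share has the least precise count in LFD 1. Because the table gives no sequence, length or parent tRNA, the planned results on parent tRNAs, fragment lengths, mitochondrial tRNAs and the fragments of tRNA-Glu-TTC were not computed. Of the planned set tests, that of the tRFs of Figure 2C was made and then withdrawn, because the list is known only from a picture, 3 of its 10 members are in the range analysed and the study chose it on these libraries; the other lists need sequences or parent tRNAs. The gene table of the reference names no tRFs and was not used. Cell type markers do not apply to tRFs.

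The libraries were grouped by diet as the labels and the paper give them. The groups were compared with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3, on tRFs with at least 10 counts in at least 3 libraries. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The common coefficient of variation between libraries of a group was 83.1%, and the median standard error 0.927. The paper's text names no tool, fold or threshold for the tRF comparison. Its general statement on statistics names Student's t-test in SPSS and a p threshold of 0.05, and that test was not run here. Single values were compared with two-sided exact permutation tests, which with 3 libraries against 3 cannot go below 0.1. Ratios of pooled counts carry exact 95% intervals that cover counting error only, since reads from PCR without molecular identifiers are not independent molecules.

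The tRFs named in the text were to be, by a rule fixed before the data were examined, the tRFs of Figure 2C, up to 8 in each direction past the threshold whose groups do not overlap, the 5 most abundant by mean CPM, and the most abundant fragments of tRNA-Glu-TTC. The second part of the rule named none, and the last was not possible.

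Alternatives fixed at the same time were RLE, upper quartile and library-size scaling, DESeq2 1.42.0, limma 3.58.1 (log2 CPM with a prior count of 1), no count minimum, a minimum of 50 counts, unadjusted p, a log2 fold change of at least 1, the replicate number as a block, and each library left out in turn. Added after the data were seen were the thinning of every library to 1322760 counts, DESeq2 without a count minimum and with each library left out in turn (also with the same 3200 tRFs kept), library-size scaling without the most abundant tRF, and other scalings for the tRFs of Figure 2C.

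The tests were tried on simulated counts for the 3200 tRFs of the HFD and LFD comparison, drawn with the means, library sizes and spread of the real libraries and with 200 tRFs changed in each of 5 draws. Of the changed tRFs that met the count minimum in a draw, edgeR called 4.13% at a log2 fold of 2, 50% at 4, 97.9% at 6 and 100% at 8. DESeq2 called 27.1%, 86.7%, 99.2% and 98.4% of them. Changed tRFs that missed the minimum were not tested and are not in these percentages. Of all calls in the simulated counts, unchanged tRFs made up 3.07% with edgeR, 4.17% with limma and 26.1% with DESeq2. These shares depend on the number of tRFs changed. The simulated tRFs were drawn independently of each other, with the spread that edgeR estimated, so the shares do not carry over to the real calls. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.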

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

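Of the tests below, the 2 on the share of tRF00041773, the number still tested and the fold changes without a library, the equal set of tRFs in the thinning and the counts over other splits were chosen after the results were seen.

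tRF00041773, which the paper does not discuss, held on average 46.1% of the counts in the HFD libraries, above its share in every LFD library. Library depth is argued against, since HFD 3 had fewer counts than LFD 3 and a share 31.7 percentage points larger. LFD counts taken up by tRFs other than tRF00041773 and tRF00041780 are argued against as well, since they would leave the ratio between these unchanged. The lowest HFD ratio to tRF00041780 (1.95) was 2.02 times the highest LFD ratio (0.967). A change of tRF00041780 itself, with a mean share of 17.5% in HFD and 24.1% in LFD, would also move this ratio, so the test does not cover it. A difference due to diet may account for this pattern, as a hypothesis found and tested on the same libraries, in which edgeR's adjusted p was 0.168. Batch, the assignment of reads shared between tRNAs and differences between rats stay open as untested.

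tRF00006830, also not discussed by the paper, held on average 3.45% of the counts in the HFD libraries, where each of the 3 lay above every LFD library.

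The tRFs that DESeq2 called lower in HFD were highest in LFD 3 among the LFD libraries in 315 of 333 cases (94.6%), against 38.0% of all tRFs tested. Without LFD 3, 193 of the 333 still had the counts to be tested and 49 of these were called lower, beside 120 of 191 without LFD 2 and 323 of 329 without LFD 1. What was set out for LFD 3 making these calls was thus met. With all 333 kept in the fit, 19, 162 and 323 were called without LFD 3, LFD 2 and LFD 1. Of the 333, 153, 302 and 333 had an adjusted p in these fits, and those without one cannot be called. The 193 all stayed negative, however, and their median log2 fold change went from −3.65 to −2.51 (quartiles −2.96 and −1.95) at a median standard error of 1.06 before and after, whereas it went from −3.65 to −4.09 without LFD 2 and from −3.75 to −4.17 without LFD 1. LFD 3 may thus account for a part of these fold changes and not for all, though the tRFs were chosen with the same HFD libraries and with LFD 1 and LFD 2, which favors a negative sign. Without HFD 2, 41 of 330 were still called (median −3.74 before and −3.06 after), of which 243 had an adjusted p. With all 333 kept in the fit, 125 were called without HFD 2, more than the 19 without LFD 3. Whether LFD 3 differs for a technical or a biological reason was not tested.

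DESeq2 called 628 tRFs between the diets and edgeR 0 (651 at an unadjusted p under 0.05). Of the 1352 tRFs with enough counts after every library was thinned to the smallest total, DESeq2 called 313 (23.2%) before thinning and 211 (15.6%) after, 207 of them in both. For these tRFs, unequal depth alone is argued against. The rest of the 628 had too few counts after thinning and are not covered. Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many DESeq2 calls as the diets, the diets themselves, with 426 as the highest other (HFD 1, LFD 2 and LFD 3 against the rest), and 1 gave as many tRFs at an unadjusted p in edgeR, with 504 as the highest other. With edgeR's adjusted p, all 10 splits gave 0. The splits are too few for a share under 0.05. Each split other than the diets still sets most libraries of one diet against most of the other, so a diet effect would enter its counts as well.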

How the results depend on the processing

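The count of tRFs called by edgeR at an adjusted p of 0.05 was 0 with each of the other 3 scalings, with limma, with a minimum of 50 counts, with a log2 fold change of at least 1 added, with the libraries thinned to equal totals, with the most abundant tRF left out under library-size scaling, and with each library left out in turn (0 to 0). It was 48 without a count minimum (3 higher and 45 lower in HFD) and 651 at an unadjusted p under 0.05, with or without a log2 fold change of at least 1. Of the 48, 45 were highest in LFD 3 and 28 had counts in at most 2 libraries. DESeq2 called 628, and among the settings added after the data were seen 499 without a count minimum, 211 after thinning, and 386, 76, 476, 949, 273 and 222 without HFD 1, HFD 2, HFD 3, LFD 1, LFD 2 and LFD 3. The causes of these differences were not tested beyond the thinning. Leaving out a library or thinning also lowers the number of tRFs tested. With a library left out, DESeq2 further gave no adjusted p for 2 (LFD 1 or LFD 2) to 1259 (HFD 2) of the tRFs tested. With the replicate number as a block (replicate block) the count was 0, and 238 tRFs had an unadjusted p under 0.05 beside 651 without the block. Same-numbered libraries deviated from their group means with correlations of −0.38, −0.32 and −0.16, and 0 libraries correlated best with their own number. The numbers thus gave no sign of a pairing, which so few libraries cannot exclude. The difference in mean total counts, 4386510 in favor of HFD, ranged from 2431520 to 6635040 with 1 library left out. Of 203 other values compared, none reversed as a call, 24 counts by direction moved and 15 fold changes passed the threshold with DESeq2. The remaining 164 were counts by direction that stayed at 0 and fold changes that did not pass. Among these fold changes, tRF00056857 and tRF00018576 had no adjusted p from DESeq2 without a count minimum. That of tRF00041780 changed sign without passing, with library size only (−0.47) and with DESeq2 without LFD 2 (−0.07). As no named fold change passed in its main fit, a reversal as a call was possible only where an alternative passed. Depth limits tRFs of a few counts most, such as the 3 of Figure 2C that were analysed here. Not run, because the table gives no sequence, length, parent tRNA or tRF78576, were all alternatives for those results, the merging of identical sequences or shared 5′ ends, and the restriction by length. A set test of the tRFs of Figure 2C was withdrawn, as the processing summary says, and its alternatives are not reported.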

Differences from the paper's values

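The paper reports 296 differentially expressed tRFs, 170 higher in HFD and 126 higher in LFD. The paper's text states no threshold for these counts in particular, and its set includes tRFs that were not analysed here. Its general statement names Student's t-test at a p threshold of 0.05, which is not among the settings compared below. edgeR called 0, with 0 higher and 0 lower, and none of the alternatives fixed before the data were examined lies within 1.5 times of the paper's counts, DESeq2 giving 628 (295 higher and 333 lower) and an unadjusted p in edgeR 651 (348 higher and 303 lower). Settings chosen after seeing the values that lie within 1.5 times of the paper's total of 296 are DESeq2 on thinned libraries (211) and DESeq2 without HFD 1 (386), LFD 2 (273) or LFD 3 (222). For the paper's 170 these are DESeq2 without HFD 1 (143), HFD 3 (163), LFD 2 (147) or LFD 3 (149), and for its 126 DESeq2 on thinned libraries (117) or without LFD 2 (126). An unadjusted p under 0.05 in edgeR combined with a replicate block (238), with thinning (294, of which 156 higher and 138 lower in HFD) or without HFD 1 (371), HFD 2 (246), LFD 2 (313) or LFD 3 (317), or with a minimum of 50 counts (275), combinations likewise chosen after seeing the values, also gives totals in that range. Of the paper's called tRFs, the 3 of Figure 2C analysed here are dropped by each of these settings, since they have too few counts to be tested, and how many others are dropped is not known here.

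For tRF00056868 the paper's log2 fold change is about 5.9 in Fig. 2C, read by eye, and the value here is 2.80 (standard error 1.49). For tRF00056857 the paper's value is about 5.2 in Fig. 2C, read by eye, beside 3.02 (standard error 1.60), and for tRF00018576 about 4.8 in Fig. 2C, read by eye, beside 1.62 (standard error 1.57). The direction is the same in all 3. With each library left out in turn, the alternatives fixed before the data were examined that apply to these tRFs, no value comes within the standard error given here of the paper's. The exact 95% counting interval of the log2 ratio of pooled counts holds the paper's value for tRF00056857 (0.23 to 5.44), and its upper end is 4.55 for tRF00056868 and 3.48 for tRF00018576.

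The paper gives tRF78576 as the tRF with the highest fold change, and that tRF was not analysed here. Among the tRFs tested with at least 10 counts in both groups, the largest fitted log2 fold change here was that of tRF00043636, −8.68 (standard error 2.22, adjusted p = 0.168 from edgeR; −8.81 with an adjusted p of 3.7e-07 from DESeq2), which Figure 2C does not list and which was chosen after its values were seen. Its counts were 5, 10 and 0 in HFD 1, HFD 2 and HFD 3 and 3, 716 and 5504 in LFD 1, LFD 2 and LFD 3, so that nearly all of its LFD counts come from LFD 2 and LFD 3.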

Other observations

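The tRFs that DESeq2 called higher in HFD made up 59.6% ± 7.81 of the counts in the HFD group and 21.7% ± 9.81 in the LFD group (SD, n = 3 each). Those it called lower made up 1.65% ± 1.23 in HFD and 18.9% ± 17.6 in LFD (SD, n = 3 each), with 3.35%, 15.4% and 38.1% in LFD 1, LFD 2 and LFD 3. These sets were chosen by the comparison itself, so the shares describe the libraries and test nothing.

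The paper does not describe LFD 1 apart from the other LFD libraries. Its Pearson r across tRFs was 0.735, 0.733 and 0.651 with HFD 1, HFD 2 and HFD 3, 0.756 with LFD 2 and 0.559 with LFD 3. On the first principal component, with 50.2% of the variance, it lay at −17.1, beside −7.41, −72.2 and −54.1 for HFD 1, HFD 2 and HFD 3 and 53.2 and 97.6 for LFD 2 and LFD 3.

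The following test was chosen after the result was seen. tRFs with adjacent numbers had similar log2 fold changes, at a Pearson r of 0.79 (Spearman 0.805) over 1415 adjacent pairs, across tRFs, which are not independent replicates. In 1000 shuffles within classes of similar abundance the largest r was 0.0933. A candidate explanation is that adjacent numbers are related fragments that share reads or a parent tRNA, which the table gives no sequences to check. Counted as stretches of numbers no more than 20 apart, the 295 tRFs that DESeq2 called higher fell into 131 stretches and the 333 called lower into 195.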
